A study of Mus musculus with 12 samples. Its data were reported in "Microarray analysis on germfree mice elucidates the primary target of a traditional Japanese medicine juzentaihoto: acceleration of IFN-α response via affecting the ISGF3-IRF7 signaling cascade" (2012).

How the data were processed

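The series holds 12 Affymetrix MG-U74Av2 arrays of small intestine RNA from IQI mice, 1 array per mouse, in 4 groups of 3 by flora status (GF or SPF) and treatment (untreated or JTX). The authors produced the deposited values with MAS5, which gives 1 signal intensity per probe set on a linear scale after correction for background and mismatch probes. No table of detection calls was used here. The study's methods state a global normalization, but the deposited signals did not have a common level: the mean without the lowest and highest 2% of signals ranged from 71.7 to 171 between arrays. The run records of the arrays gave 4 run days and were used only as batches. No pair of arrays shared more than 1.01% of identical values, and 7 signals were 0.

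Of 12488 probe sets, 66 were controls, 10833 carried 1 gene symbol, 396 several and 1193 none in the annotation used. Of the genes fixed in advance, 2 are not analysed here. Signals were used as deposited, as log2(signal + 16), as fixed before the data were examined. Probe sets with a mean signal of at least 50 in at least 1 of the 4 groups were tested, 6937 in all, of which 6250 had 1 symbol, 258 several and 429 none, for 5325 genes. For lists, a gene was represented by its probe set with the highest mean log2 value. Symbols are those of the annotation given.

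Comparisons of 2 groups were fitted on their 6 arrays with lmFit and eBayes of limma 3.58.1 in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over the tested probe sets. The package jsonlite 2.0.0 was used to read the sample table. They were GF_JTX minus GF_untreated, SPF_JTX minus SPF_untreated, GF_untreated minus SPF_untreated and GF_JTX minus SPF_JTX. The difference between the JTX effects was an interaction term fitted on all 12 arrays. Errors are SE of a log2 fold change and SD of a signal. The adjusted p threshold was 0.05.

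Before the data were examined, 36 gene lists were written, with 879 members of which 673 were found on the array, and 4 lists were copied from the study's tables: GFSI-down, which the study chose on these samples, and GFLI-down, BALBLI-down and SPFLI-up, which it chose on large intestine arrays. Of these, 39 had enough measured members and were tested with camera at a preset inter-gene correlation of 0.01 and again with an estimated correlation, adjusted over the lists of a comparison. Members past the threshold were counted over all probe sets and adjusted over the list alone. A list of marker genes for the large intestine and the stomach was written later, after the array labelled GF_JTX 3 had been seen to stand apart.

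Genes were named by a rule fixed in advance. For the JTX effects, their difference and GF against SPF untreated mice, it took up to 12 genes with the largest positive and 12 with the largest negative log2 fold change among probe sets past the threshold whose groups did not overlap (no such condition for the difference), and where fewer than 20 qualified, those plus the genes with the smallest p up to 20, named as not passing. It added up to 4 members with the smallest p of a list described, and in every comparison Ifit1, Isg15, Irf7, Irf9, Xist and the Y-linked genes. For GF against SPF mice with JTX this addition was not made, and only the genes that passed are named. Probe sets with no symbol or several were counted. Where a single one passed, its value is given without a name. Genes outside the rule are named as chosen after their values were seen.

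The replicate numbers were checked for pairing by the correlation of deviations from group means. Between SPF_JTX and SPF_untreated the same numbers correlated at 0.52, 0.36 and 0.58, each the best match. The numbers pair these arrays only in the sense that their deviations correlate. Both SPF arrays of a number shared a run day. Their trimmed means (untreated, JTX) were 164 and 171 for replicate 1, 111 and 114 for replicate 2, and 71.7 and 122 for replicate 3. The cause of the correlation was not tested. Between GF_JTX and GF_untreated the same numbers gave 0.01, 0.02 and -0.12. They gave 0.01, 0.10 and 0.10 in untreated mice and -0.03, 0.11 and 0.09 with JTX, so the numbers pair none of those.

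The following alternatives were set before the data were examined, namely no offset, an offset of 50, a floor of 50, no filter, a mean of at least 100, a filter on the groups compared, quantile normalization, centring on the median, all 12 arrays in 1 fit, a trended and robust prior, array weights, a replicate block, run day as a block or within a day, leaving out the SPF arrays of the earliest run, an estimated correlation, the mean over all probe sets of a gene, the methods' t-test and leaving out each array. Scaling each array to a common trimmed mean of 131, leaving out the 3 arrays that stand apart and run day as a random block were chosen after seeing the data.

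The fits were tested on simulated data, with 67, 67 and 66 probe sets of 6937 changed by 1, 2 and 3 on the log2 scale, up or down, in normal values drawn with the mean and the moderated spread of each real probe set. For JTX in GF mice 13.4%, 89.6% and 98.5% were recovered, with 5 false calls, for JTX in SPF mice 16.4%, 82.1% and 98.5%, with 9, and for the difference between the effects 4.48%, 58.2% and 87.9%, with 2. Such draws leave out the correlation between SPF arrays of the same replicate number. The numbers for JTX in SPF mice and for the difference therefore do not cover that pairing. For GF against SPF untreated mice 8.96%, 83.6% and 95.5% were recovered, with 5 false calls, and for GF against SPF mice with JTX 8.96%, 88.1% and 100%, with 8. An interferon list lowered by 1 in simulated GF mice came back with a median of -1.05 (camera adjusted p = 7.8e-31), and 1 other list also passed. Draws made for each probe set on its own hold no correlation between genes, whereas the real list had an estimated 0.30. This p-value therefore does not show how camera performs on the real list.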

Results

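Gene expression in the small intestine was measured on 12 Affymetrix MG-U74Av2 arrays, each with RNA from the undivided small intestine of 1 mouse of the IQI strain, 9 weeks old and labelled male. The mice were germ-free (GF), kept in isolators without microbes, or specific pathogen-free (SPF), with an enteric flora. Within each flora status the mice were given juzentaihoto (JTX), a Japanese medicine made from several herbs, or water. The latter are labelled, and called here, untreated. Each of the 4 groups had 3 arrays, and this number limits the precision of every value. Of 12488 probe sets on the array, 6937 reached a mean signal of at least 50 in at least 1 group and were tested. Fold changes are given on the log2 scale, with n = 3 arrays in each group throughout.

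The deposited signals did not share a common level. The trimmed mean of an array ranged from 71.7 in SPF_untreated 3 to 171 in SPF_JTX 1. As deposited, the median log2 fold change of all tested probe sets was 0.13 for JTX in GF mice, 0.30 for JTX in SPF mice, -0.17 for the difference between these effects, 0.17 for GF against SPF untreated mice and 0.01 for GF against SPF mice with JTX. After scaling to a common trimmed mean these medians became 0.06, 0.05, 0.000225, -0.07 and -0.06. Changes of gene lists are therefore given as measured and, for many of them, also relative to the median of all probe sets.

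The first check concerned the sex in the labels. Xist is the RNA that coats and silences an X chromosome in female cells, and Eif2s3y and Uty are genes of the Y chromosome. All 3 GF_JTX arrays, though labelled male, had high Xist signals of 575, 737 and 1058, whereas the other 9 arrays lay between 2.4 and 9.1. The Eif2s3y signals of the GF_JTX arrays were 1.5, 1.2 and 8.2, against a mean of 109 ± 40.9 (SD) in GF_untreated, 84.5 ± 61.8 in SPF_untreated and 85.4 ± 31.6 in SPF_JTX. Uty, below the signal needed for a test, gave 0.9, 4.1 and 2.6 in GF_JTX and between 18.2 and 52.4 in the other arrays. No group held both kinds of array, so every comparison that used the group labelled GF_JTX compared arrays with high Xist and low Y-linked signals with arrays of the opposite profile.

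**Figure D1:**
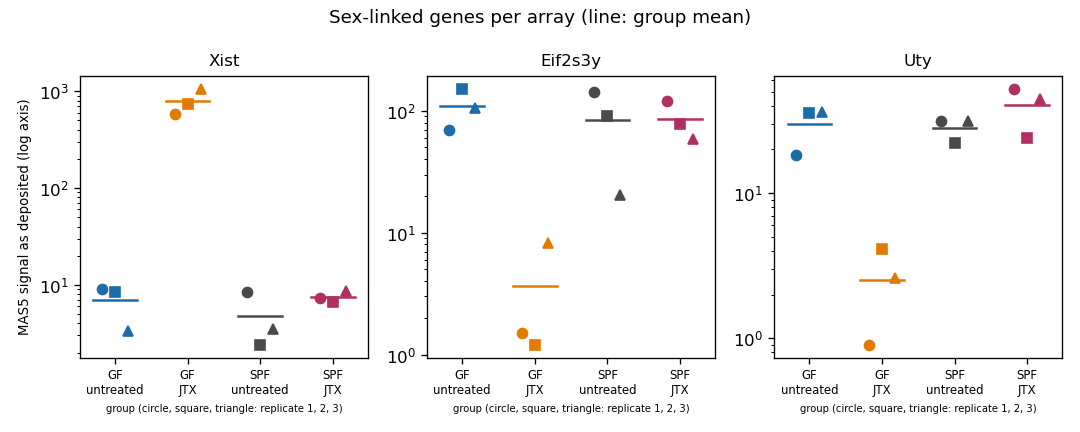
MAS5 signals as deposited (log axis) of Xist, Eif2s3y and Uty in the 12 arrays by group, with symbols for replicates 1 to 3 and a line at the group mean. The GF_JTX arrays lie at 575 or above for Xist and at 8.2 or below for Eif2s3y.

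The second check concerned the gut region. Apoa1, Apoa4 and Fabp1 encode proteins of lipid uptake that the absorptive cells of the small intestine make in large amounts, Car1 encodes a carbonic anhydrase of the large intestine epithelium, and Retnlb encodes a goblet cell protein. The array labelled GF_JTX 3 had an Apoa1 signal of 11.1, against 9252 and 9527 in GF_JTX 1 and 2, an Apoa4 signal of 12.5 and a Fabp1 signal of 4.2. Its Car1 signal was 8276, against 125.6 or less in each other array, and its Retnlb signal was 535. These genes were chosen after their values were seen, apart from their place in lists of marker genes. Its median correlation with the other arrays was 0.799, the lowest of the 12.

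**Figure D2:**
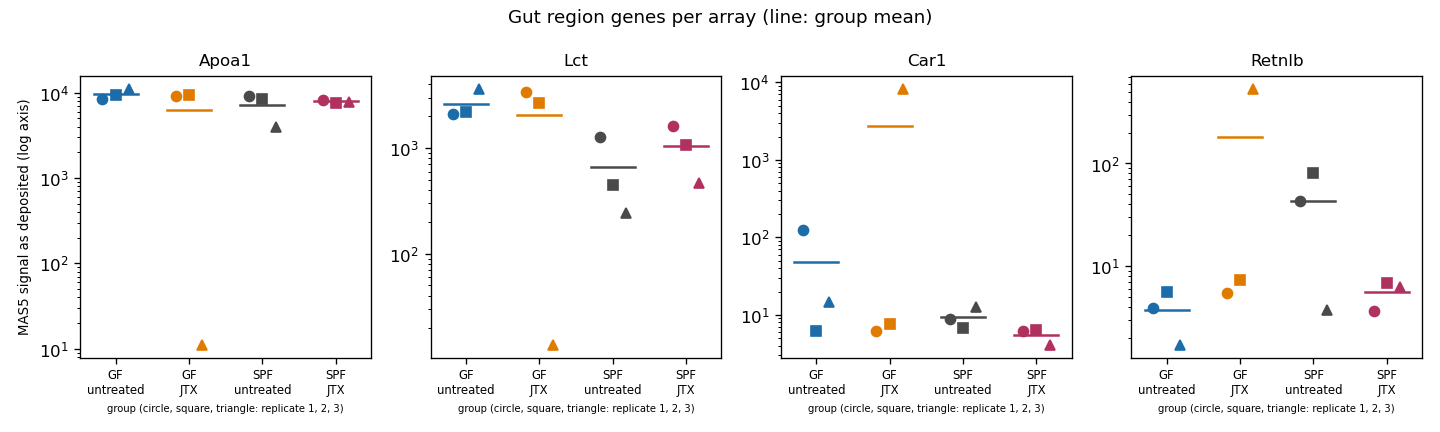
MAS5 signals as deposited (log axis) of Apoa1, Lct, Car1 and Retnlb in the 12 arrays by group, with symbols for replicates 1 to 3 and a line at the group mean. In the array labelled GF_JTX 3, Apoa1 was 11.1 and Lct 13.7, while Car1 was 8276 and Retnlb 535.

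A measure of RNA quality taken from the arrays and the day of the array run also differed. The study reports high-quality RNA in all samples, checked on a Bioanalyzer. The ratio of the 3' to the 5' actin probe set was 8.86 in SPF_untreated 3 and 2.13 in SPF_JTX 3, against 1.31 or less in the other 10 arrays. Those SPF arrays, replicate 3 of both arms, formed the earliest of 4 run days, SPF replicates 1 and 2 of both arms a further day, GF_untreated 1 and 2 another, and GF_untreated 3 with the 3 GF_JTX arrays the last. No run day held both GF and SPF arrays, so run day and flora status cannot be told apart.

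The first comparison asked how JTX changed gene expression in mice without enteric flora. In these mice JTX went with lower signals of genes that type I interferon induces, though as a set these did not pass with an estimated correlation. Ifit1, whose protein binds viral RNA and blocks its translation, fell, and so did the related Ifit3 and Igtp, which encodes a GTPase induced by interferon gamma. Xist rose, and Eif2s3y, which encodes a subunit of a translation initiation factor, fell to background. The interferon genes and the sex-linked genes separated the same groups.

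With limma, 6 probe sets passed an adjusted p of 0.05 between GF_JTX and GF_untreated, 1 higher and 5 lower, and none of them had overlapping values between the groups. Xist rose by 5.10 ± 0.26 (SE; adjusted p = 0.000153), from a mean signal of 6.93 to 790 ± 246 (SD). Ifit1 had a log2 fold change of -2.61 ± 0.32 (adjusted p = 0.0292), with mean signals of 798 ± 84.7 without and 125 ± 53.5 with JTX. Ifit3 had a log2 fold change of -2.08 ± 0.22 (adjusted p = 0.0166), from 195 ± 25.7 to 34.5 ± 10.7, and Igtp one of -2.08 ± 0.25 (adjusted p = 0.0292), from 267 ± 24.5 to 52.6 ± 19.7. Eif2s3y had -2.64 ± 0.28 (adjusted p = 0.0166), and the remaining probe set, also lower, had no gene symbol in the annotation used and parted the arrays as Eif2s3y did. With the arrays scaled to a common trimmed mean, 8 probe sets passed, 2 higher and 6 lower, 5 of them shared, and Ifit1 did not pass, with an adjusted p of 0.0693.

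Of the other genes with the smallest p, none passed. Usp18, which removes the ubiquitin-like protein Isg15 from its targets, had a log2 fold change of -2.60 (adjusted p = 0.0503). Isg15 itself had -2.27 ± 0.42 (adjusted p = 0.219), Irf7, the transcription factor that amplifies interferon production, -1.12 ± 0.20 (adjusted p = 0.215), and Irf9, the DNA-binding part of the factor that interferon signalling activates, -0.96 ± 0.24 (adjusted p = 0.576). Further interferon-induced genes on the same side were the viral RNA sensor Ifih1 at -1.20, Ifi27l2a at -1.92, Ogfr at -1.05, the membrane protein gene Ly6e at -1.78 and the antiviral enzyme gene Rsad2 at -1.73. The growth regulator Slfn2 had -1.17, the predicted gene Gm9706 -1.85 and the antibody genes Ighv3-6 and Igkv8-30 had -1.85 and -1.32. On the other side were the calcium-binding protein gene S100a14 at 1.36, the haemoglobin gene Hba-a1 at 1.36 and the neuropeptide gene Hcrt at 1.01. At an unadjusted p under 0.05 there were 411 probe sets, 303 higher and 108 lower, where 347 were expected by chance. After scaling there were 563. The values of 878 probe sets did not overlap between the groups, 12.7% against a chance share of 10%.

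Of the type I interferon response list fixed in advance, 27 genes were measured and 25 had a negative fold change. The median was -0.96, or -1.09 relative to all probe sets, and the list was lower than other genes by camera (adjusted p = 6.28e-34, and adjusted p = 0.131 with an estimated correlation). Of its members, 2 passed over all probe sets and 17 when adjusted over the list alone. The interferon-inducible GTPases had a median of -1.10 (relative -1.23; adjusted p = 4.54e-15, and adjusted p = 0.139 with an estimated correlation) and the genes of MHC class I antigen processing, which load peptides for display to T cells, -0.40 (relative -0.53; adjusted p = 1.19e-09, and adjusted p = 0.276 with an estimated correlation). All 8 measured GTPase genes and all 13 measured MHC class I genes had negative fold changes, against 7 and 11 without the array labelled GF_JTX 3, where the medians were -1.04 and -0.21. Among tissue markers, the red blood cell list, of which 3 genes were measured, had a median of 1.36 (relative 1.23; adjusted p = 0.000181, and adjusted p = 0.276 with an estimated correlation), the smooth muscle list one of 0.57 (relative 0.44; adjusted p = 0.000506, and adjusted p = 0.646 with an estimated correlation) and fibroblasts and extracellular matrix one of 0.54 (relative 0.40; adjusted p = 6.7e-07, and adjusted p = 0.55 with an estimated correlation). Without the array labelled GF_JTX 3 these medians were 1.02 (adjusted p = 5.74e-06, and adjusted p = 0.238 with an estimated correlation), 0.22 (adjusted p = 0.0548, and adjusted p = 0.888 with an estimated correlation) and 0.35 (adjusted p = 4.88e-05, and adjusted p = 0.807 with an estimated correlation). Of 39 lists, 14 passed with the preset correlation and 0 with the estimated one.

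**Figure D3:**
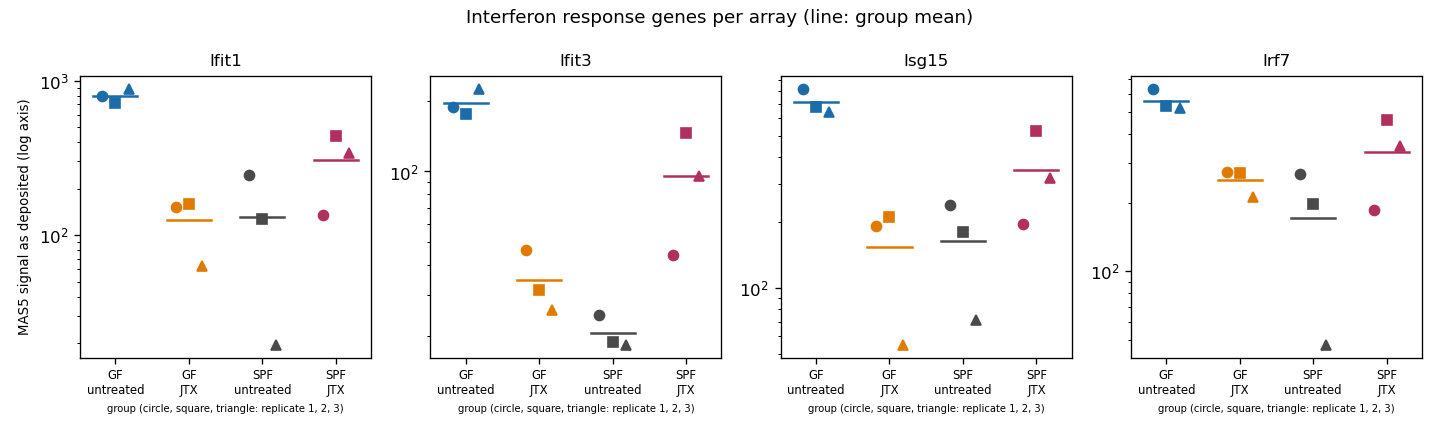
MAS5 signals as deposited (log axis) of Ifit1, Ifit3, Isg15 and Irf7 in the 12 arrays by group, with symbols for replicates 1 to 3 and a line at the group mean. Mean Ifit1 was 798 in GF_untreated, 125 in GF_JTX, 131 in SPF_untreated and 305 in SPF_JTX.

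Of the lists taken from the study, 3 had a lower median and SPFLI-up was split. GFSI-down had been chosen on these same samples, so its values are not independent evidence: all 37 measured genes were lower, with a median of -0.96, and 30 passed when adjusted over the list alone against 4 over all probe sets (camera adjusted p = 9.14e-65, and adjusted p = 0.131 with an estimated correlation). The lists from the large intestine were chosen on other arrays, but GFLI-down came from GF mice of the same experiment, so it may not be independent of these groups. GFSI-down and GFLI-down both include Eif2s3y, which passed here over all probe sets. The study also lists Xist as higher with JTX in the large intestine of GF mice. Both lists may therefore carry the same split of sex-linked genes. GFLI-down had a median of -1.04 over 25 genes (adjusted p = 6.77e-34), BALBLI-down -1.14 over 20 genes (adjusted p = 1.82e-24) and SPFLI-up -0.02 over 23 genes, 11 higher and 12 lower, with a mean of -0.64 (adjusted p = 3.19e-09). With an estimated correlation their adjusted p were 0.131, 0.131 and 0.174. Without the array labelled GF_JTX 3, which itself had a large intestine profile, the medians were -0.62, -0.76 and -0.13.

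Single arrays and run days changed this comparison. Without the array labelled GF_JTX 3, 38 probe sets passed, 12 higher and 26 lower, and all 6 probe sets of the full comparison remained. The interferon list then had a median of -0.66, with 23 of 27 genes lower (adjusted p = 4.37e-43, and adjusted p = 0.0853 with an estimated correlation). The lists of enterocyte digestion and absorption (median -0.93, adjusted p = 4.24e-08, and adjusted p = 0.55 with an estimated correlation) and of Paneth cells (-1.01, adjusted p = 0.0138, and adjusted p = 0.552 with an estimated correlation) passed only with that array included. Without GF_untreated 1, 2 or 3 the count was 2, 1 and 2. With run day as a block 1 probe set passed, and within the last run day, with its single untreated array, 0 passed in limma and the interferon median was -1.16. The methods' t-test at its thresholds of p 0.1 and a ratio above 1.5 or below 0.67 listed 217 probe sets higher and 87 lower as deposited, against 145 and 119 after scaling, and 0 passed after Benjamini-Hochberg adjustment.

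The second comparison asked how JTX changed gene expression in mice with an enteric flora. No gene passed here. Among the genes with the smallest p were Postn, which encodes a matrix protein, Scx, a transcription factor of tendon cells, Nr1d2, a repressor in the circadian clock, and Pdk4, a kinase that spares glucose during fasting. Interferon-induced genes leaned to higher signals with JTX, the side opposite to that in mice without flora. As a set they did not pass with an estimated correlation. No member passed when adjusted over the list alone, though 4 did with run day as a block.

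With limma, 0 probe sets passed between SPF_JTX and SPF_untreated, and the smallest adjusted p was 0.892. At an unadjusted p under 0.05 there were 190 probe sets, 180 higher and 10 lower, where 347 were expected by chance. After scaling there were 258. The methods' t-test at its thresholds listed 409 probe sets higher and 1 lower as deposited, against 128 and 56 after scaling, and 0 after adjustment. The values of 823 probe sets did not overlap, 11.9% against a chance share of 10%. That share and the number expected hold for 6 arrays that could be exchanged, but arrays of the same replicate number correlated here, at 0.52, 0.36 and 0.58, so neither is an exact reference. Nr1d2 had a log2 fold change of 1.60 ± 0.37, Scx of 1.75 ± 0.46, Postn of 1.24 ± 0.30 and Pdk4 of 1.56 ± 0.45, each with an adjusted p of 0.892. The other genes of the ranking, Hbb-bh1, Grem1, Slc6a20b, Ndrg1, Phf7, S100a14, Mab21l2, Zfr2, Ogn, Scd1, Mt2, Cxcl12, Galr2, Tcf21 and Cav1, were on the same side, from 1.02 for Cxcl12 to 1.47 for Slc6a20b. Ifit3 had 1.49 ± 0.40, from 20.7 ± 3.48 to 95.5 ± 51.0, Ifit1 1.40, Irf7 1.08, Isg15 1.04 and Irf9 0.68, while Eif2s3y had 0.21 (adjusted p = 0.912) and Xist 0.19.

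The interferon list had a median of 0.68, or 0.37 relative to all probe sets, with 25 of 27 genes higher (adjusted p = 2.2e-05, and adjusted p = 0.713 with an estimated correlation), and 0 members passed when adjusted over the list alone. Without SPF_JTX 2 its median was 0.63 and its adjusted p 0.155. Xenobiotic metabolism, the genes that modify and export foreign compounds, had a median of 0.61 over 53 genes (relative 0.31; adjusted p = 1.86e-05, and adjusted p = 0.767 with an estimated correlation). Microbe-responsive epithelial genes, among them antimicrobial lectins and acute phase proteins, had a median of -0.41 (relative -0.71; adjusted p = 8.48e-19, and adjusted p = 0.662 with an estimated correlation). The heat shock response and the immediate early genes had medians of 0.04 and 0.07 (relative -0.26 and -0.24) and means of -0.11 and -0.01. By camera both lay below other genes (adjusted p = 1.86e-05 and 2.2e-05, and adjusted p = 0.713 for both with an estimated correlation). Markers of other tissue layers were higher as well, with medians of 0.59 for smooth muscle (relative 0.29; adjusted p = 1.86e-05), 0.60 for enteric neurons and glia (relative 0.30; adjusted p = 0.000388), 0.55 for endothelium (relative 0.25; adjusted p = 0.00112) and 0.53 for fibroblasts and extracellular matrix (relative 0.23; adjusted p = 5.24e-05). Their adjusted p with an estimated correlation was 0.662 for smooth muscle and 0.713 for the others. With the preset correlation 19 lists passed and with the estimated one 0.

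Run day and 1 array changed this comparison. With run day as a block 19 probe sets passed, 13 higher and 6 lower, and within the later SPF run day 21 passed, 6 higher and 15 lower, with an interferon median of 0.33 (adjusted p = 0.0911). Of the interferon list, 4 members passed over the list alone with the block, and 1 over all probe sets. Within the later run day these numbers were 1 and 0, and without SPF_untreated 3 both were 1. As a set the list did not pass by camera with the block and an estimated correlation (adjusted p = 0.848). Without SPF_untreated 3, the array with the high actin ratio, 55 passed, 20 higher and 35 lower. Without it the microbe-responsive genes had a median of -0.84 (adjusted p = 1.53e-27, and adjusted p = 0.573 with an estimated correlation), the interferon list 0.38 and xenobiotic metabolism 0.30, with 40 of 53 genes higher. The heat shock list did not pass without it (adjusted p = 0.118) or within the later run day (adjusted p = 0.106).

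The third comparison tested whether the effect of JTX differed between mice without and with enteric flora. Genes induced by type I interferon had lower signals under JTX without flora and leaned to higher signals with flora. As a set they passed as deposited, but with an estimated correlation this was lost under several alternatives. Ifit3 passed on its own. Xist and the probe set without a gene symbol differed too, and both parted the GF_JTX arrays from all others, as the sex-linked genes did.

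In the interaction fit over all 12 arrays, 3 probe sets passed, 1 with a more positive and 2 with a more negative effect in GF mice. Xist had a difference of 4.91 ± 0.37 (adjusted p = 5.05e-05), Ifit3 of -3.57 ± 0.46 (adjusted p = 0.0123) and the probe set without a gene symbol of -3.47 ± 0.53 (adjusted p = 0.0415). After scaling, 2 passed, 1 each way, and Ifit3 had -3.47 (adjusted p = 0.0968). At an unadjusted p under 0.05 there were 124 probe sets, 15 positive and 109 negative, where 347 were expected by chance. After scaling there were 275. The number expected is not an exact reference here either, because SPF arrays of the same replicate number correlated. Among the genes that did not pass, Ifit1 had -4.01 (adjusted p = 0.397), Usp18 -3.55, Isg15 -3.31, Ifi27l2a -3.13, Eif2s3y -2.85, Ly6e -2.76, Igkv4-68 -2.67, Gm9706 -2.65, Rsad2 -2.59, Igtp -2.42, Igkv2-112 -2.40, Twist2 -2.22, Irf7 -2.19, the nucleotide kinase gene Cmpk2 -2.12, Gbp3 -1.96, Trim30a -1.83, Irf9 -1.63, Mx2 -1.55 and Gbp7 -1.44.

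All 27 genes of the type I interferon response list had a negative difference, with a median of -1.42 (relative -1.24; adjusted p = 7.39e-36, and adjusted p = 0.0419 with an estimated correlation), and 16 passed when adjusted over the list alone against 1 over all probe sets. BALBLI-down had a median of -1.80 and GFSI-down of -1.47, each with an adjusted p of 0.0419 with an estimated correlation, and the latter had been chosen on these samples. Both share genes with the interferon list, among them Ifit1 and Ifit3, so these results are not independent. With the preset correlation 20 lists passed and with the estimated one 3, against 11 with the estimated one after scaling. Other lists moved too. The enterocyte list had a median of -1.27 (adjusted p = 0.000105, and 0.566 with an estimated correlation). Without the array labelled GF_JTX 3 and the SPF arrays of the earliest run day its median was 0.09. Red blood cell genes had 1.07 (adjusted p = 1.44e-05) and X inactivation and escape genes 0.24 (adjusted p = 1.06e-06). With an estimated correlation both had 0.0669 as deposited, and 0.0472 and 0.0259 after scaling. Their medians without the 3 arrays that stand apart were 0.60 and 0.51. The adjusted p of the interferon list with an estimated correlation ranged from 0.0344 to 0.256 over the alternatives. The replicate number as a block joins GF arrays as well as SPF arrays, though the numbers pair only the latter. With that block the adjusted p of the list was 0.0866 and 2 probe sets passed. That fit does not show what the SPF pairing alone does. With run day as a block the adjusted p of the list was 0.256. It was also above 0.05 with no offset (0.0558), after centring on the median (0.0507), without the SPF arrays of the earliest run day (0.0986) and in 10 of the 12 fits without a single array, the highest being 0.158 without SPF_JTX 3. The count of probe sets was 1 without GF_untreated 1, GF_untreated 2, GF_untreated 3, GF_JTX 2 or SPF_untreated 2, 5 without SPF_JTX 1 and 8 without SPF_untreated 3. Without the array labelled GF_JTX 3 and the SPF arrays of the earliest run day together, a set chosen after the data were seen, 37 passed, 16 positive and 21 negative, and the interferon median was -1.01 (adjusted p = 5.85e-28, and adjusted p = 0.0852 with an estimated correlation).

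The fourth comparison, of untreated mice, asked what the enteric flora changes without JTX. Ifit3 was higher in GF than in SPF mice, and Pla2g2a, which encodes a phospholipase that Paneth cells secrete against bacteria, was lower. Genes that modify foreign compounds, such as Cyp2d26 and Cyp3a11, and genes of fatty acid oxidation lay on the side of Ifit3, as did Scd1, which makes unsaturated fatty acids and passed after scaling but not as deposited, and genes that epithelium makes in response to microbes lay on that of Pla2g2a. None of these sets passed with an estimated correlation as deposited.

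With limma 2 probe sets passed. Ifit3 was higher in GF mice by 2.52 ± 0.30 (adjusted p = 0.0344), with mean signals of 195 ± 25.7 in GF and 20.7 ± 3.48 in SPF mice, and Pla2g2a had a log2 fold change of -2.40 ± 0.30 (adjusted p = 0.0344), with 72.6 ± 11 in GF and 449 ± 19.2 in SPF mice. Neither passed with run day as a random block, with an offset of 50 or with a floor of 50, where limma gave 0 probe sets. After scaling 22 passed, 18 higher and 4 lower, including both of these genes, and the split was 14 higher and 4 lower after quantile normalization and 24 and 3 after centring on the median. Scd1 had 2.63 (adjusted p = 0.0861, and 0.00824 scaled), Cyp2d26 2.15 (0.201, and 0.0227 scaled), Isg15 2.14 (0.216, and 0.0484 scaled), the alcohol dehydrogenase gene Adh1 2.62 (0.201) and Cyp3a11 2.73 (0.26). Ifit1 had 2.88, Pck1 2.47, Pmp22 2.39, Pdk4 2.10, Ndrg1 2.03, Gstm6 1.98, Usp18 1.93, Cyp2b10 1.91, Cyp4b1 1.90, Irf7 1.88, Cubn 1.87, Retsat 1.83, Rdh7 1.83, Cmpk2 1.72, Irf9 0.75, Eif2s3y 0.51 and Xist 0.14, none past the threshold as deposited. At an unadjusted p under 0.05 there were 368 probe sets, 313 higher and 55 lower, where 347 were expected by chance. After scaling there were 884, well above that number. As deposited, the values of 530 did not overlap, 7.64% against a chance share of 10%. The methods' t-test listed 287 probe sets higher and 75 lower as deposited, 366 and 273 after scaling, and 0 after adjustment.

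The interferon list had a median of 1.10 in GF against SPF untreated mice, or 0.94 relative to all probe sets (adjusted p = 1.55e-16, and adjusted p = 0.608 with an estimated correlation), with 26 of 27 genes higher and 13 past the threshold when adjusted over the list alone. Xenobiotic metabolism had a median of 0.80 (relative 0.64; adjusted p = 1.63e-15), fatty acid oxidation and Ppara targets 0.59 (relative 0.43; adjusted p = 5.43e-06) and enterocyte digestion and absorption 0.99 (relative 0.82; adjusted p = 3.42e-08). Microbe-responsive epithelial genes had a median of -0.48 (relative -0.65; adjusted p = 3.56e-08), Paneth cell genes -0.98 (relative -1.14; adjusted p = 1.05e-07), B cell genes -0.60 (relative -0.77; adjusted p = 1.37e-06) and cell cycle genes -0.24 (relative -0.41; adjusted p = 8.14e-08). All of these had an adjusted p of 0.608 with an estimated correlation, as deposited. After scaling, that value was 0.0307 for the interferon list, 0.036 for xenobiotic metabolism and 0.0392 for fatty acid oxidation. For the interferon list it was 0.0378 after quantile normalization but 0.0568, not past the threshold, after centring on the median. With the preset correlation 19 lists passed and with the estimated one 0, against 6 with the estimated one after scaling.

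The count depended on single arrays. Without SPF_untreated 3 it was 200, 108 higher and 92 lower, without SPF_untreated 1 it was 207, 205 higher and 2 lower, and without SPF_untreated 2 or any of GF_untreated 1, 2 and 3 it was 0. Without SPF_untreated 3 the interferon list had a median of 0.71 with 23 of 27 genes higher, and enterocyte digestion and absorption and fatty acid oxidation 0.31 and 0.34. The cell cycle list had -0.49 there. The microbe-responsive genes then had a median of -0.83 and 8 members passed (adjusted p = 3.6e-23, and adjusted p = 0.585 with an estimated correlation).

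The fifth comparison asked what the enteric flora changes under JTX. Here the sign of the interferon difference was opposite to that in untreated mice. Genes of cell division and of blood vessel endothelium leaned to lower signals in GF mice. None of these sets passed with an estimated correlation as deposited. Xist and Eif2s3y followed the sex-linked profile of the GF_JTX arrays.

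With limma 3 probe sets passed between GF_JTX and SPF_JTX, 1 higher and 2 lower, and the same 3 passed after scaling. Xist was higher by 5.05 ± 0.28 (adjusted p = 6.82e-05), Eif2s3y had -2.34 ± 0.29 (adjusted p = 0.0398) and the remaining probe set, also lower, was the same one without a gene symbol. All 3 parted the GF_JTX arrays from the others as the sex-linked genes did. At an unadjusted p under 0.05 there were 410 probe sets, 188 higher and 222 lower, where 347 were expected by chance. After scaling there were 793, well above that number. As deposited, the values of 709 did not overlap, 10.2% against a chance share of 10%. The methods' t-test listed 146 probe sets higher and 160 lower as deposited, 140 and 328 after scaling, and 0 after adjustment. The interferon list had a median of -0.36, with 23 of 27 genes lower (relative -0.37; adjusted p = 1.46e-06, and adjusted p = 0.359 with an estimated correlation). Cell cycle genes had a median of -0.48, with 34 of 36 genes lower (adjusted p = 1.63e-11), and endothelium one of -0.53, with 12 of 13 lower (adjusted p = 1.15e-05), and both had an adjusted p of 0.359 with an estimated correlation, which after scaling was 0.0369 for cell cycle genes and 0.169 for endothelium. With the preset correlation 16 lists passed and with the estimated one 0, against 1 with the estimated one after scaling. Without the array labelled GF_JTX 3 the count was 96, 59 higher and 37 lower, and the interferon median -0.20 with 18 of 27 genes lower. Without the 3 arrays that stand apart this median was -0.23, and the list did not pass by camera with the preset correlation (adjusted p = 0.089). Without SPF_JTX 2 the count was 1.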

Values the study reported

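The study listed genes by p < 0.1 and a fold change above 1.5 or below 0.67. It gave 42 genes as lower with JTX in the small intestine of GF mice. Of these, 15 were shared with its list of 31 genes lower in the large intestine of GF mice, and 9 with its list of 27 genes higher in the large intestine of SPF mice.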

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

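The tests of the explanations below were chosen only after the results were seen, whereas the comparison with other splits of the arrays was planned before the data were examined.

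The JTX effect differed between GF and SPF mice in the interaction test for 3 probe sets and 3 lists. The difference was 4.91 for Xist, -3.57 for Ifit3 and -3.47 for a probe set without a gene symbol. Xist and the latter parted the GF_JTX arrays from all others, as the sex-linked genes did, so for them JTX and sex cannot be told apart. The median difference was -1.42 for the type I interferon response list, -1.80 for BALBLI-down and -1.47 for GFSI-down, which had been chosen on these samples. These lists share interferon-induced genes, among them Ifit1 and Ifit3, so they are not 3 independent results. With an estimated correlation the adjusted p of the interferon list was 0.0419, but 0.0866 with the replicate block and 0.256 with run day as a block. With the replicate block, which also joins GF arrays that the numbers do not pair, 2 of the 3 probe sets passed. Ifit3 did not pass after scaling or with a floor of 50. Nor did it pass without GF_untreated 1, GF_untreated 2, GF_untreated 3, GF_JTX 2 or SPF_untreated 2. For the interaction, 4 of 100 splits, the real one among them, gave as many probe sets past the threshold, and the highest other count equalled the real 3. These splits regrouped the SPF arrays freely, although their replicate numbers pair them, so the share is not an exact reference. Some of the other splits that gave 3 kept the 3 GF_JTX arrays together. For JTX in GF mice 1 of 10 splits, the real one, reached the 6 probe sets, with a highest other count of 2. For untreated GF against SPF mice it was again 1 of 10, with 2 against a highest other count of 0, and with JTX 1 of 10, with 3 against 1. In these comparisons 10 splits are too few for a test.

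For JTX in SPF mice the real split gave 0 probe sets, so all 10 splits gave as many, and the highest other count was 519. Such counts point to a structure of the samples. The splits with 519 and 357 placed both arrays of the earliest run day on the same side, but the other two splits that did so gave 0, so run day alone did not set the count. The splits with 519 and 357 also kept SPF_untreated 1 and SPF_JTX 1, the SPF arrays with the highest trimmed means (164 and 171), together on the other side. The same-day splits that gave 0 parted them. Whether array level set these counts was not tested. The splits that part all 3 replicate pairs, as the real one does, each gave 0. With run day as a block 19 probe sets passed, and within the later day 21.

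The array labelled GF_JTX 3 stood apart from the other 11. RNA from the large intestine in place of the small intestine would raise markers of the large intestine, and their median difference from GF_JTX 1 and 2 was 3.65, with -3.05 for the enterocyte list and -4.12 for the Paneth cell list, in line with that source. A mixture that still held at least 10% of small intestine RNA would keep at least 10% of most signals, but 11 of 18 abundant enterocyte and Paneth cell genes kept under 10%, and the median kept was 3.26%. The criterion for this mixture was rewritten after a first version had left it undecided. Degraded RNA would raise the actin ratio, which was 1.09, within the 0.990 to 1.31 of the other GF arrays.

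The interferon list was lower in GF_JTX than in GF_untreated. Run day could produce this and stays open, because the run day that held both groups had 1 untreated array, too few for a test. The list median within that day was -1.16 and the upper quartile -0.58. The array with the large intestine profile could produce the lower list too, but without it the median was -0.66 and the upper quartile -0.35. Sex of the mice could also produce it, and JTX and sex cannot be told apart, because 0 groups held both kinds of array and the 3 arrays with high Xist were the 3 with JTX.

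More probe sets differed without SPF_untreated 3 than with it. For untreated GF against SPF mice 200 differed without that array, and 207 without SPF_untreated 1. The directions were not alike, with 108 higher and 92 lower without SPF_untreated 3, and 205 higher and 2 lower without SPF_untreated 1. Both counts used signals that were not scaled. Without SPF_untreated 1, whose trimmed mean was 164, the SPF arrays had 111 and 71.7 and the GF arrays 109 to 149. Whether array level set the count of 207 was not tested, so it does not show that the rise is unrelated to SPF_untreated 3. For JTX in SPF mice the count was 0 without SPF_untreated 1 and 55 without SPF_untreated 3. The actin ratio of SPF_untreated 3 was 4.16 times and its Gapdh ratio 5.34 times the highest of the other arrays. The study reports high-quality RNA in all samples, checked on a Bioanalyzer. Degraded RNA in SPF_untreated 3 may still account for the count of 55. The earlier run, which SPF_JTX 3 shares, may account for it too and stays open. The count for JTX in SPF mice was 0 without SPF_JTX 3, but that fit still held an array of that run. With run day as a block it was 19, and within the later day 21.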

How the results depend on the processing

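Scaling to a common trimmed mean, leaving out the 3 arrays that stand apart and run day as a random block were chosen only after the results were seen, and the other alternatives were planned before. Where a value moved, the cause was not tested unless given above. The fit of JTX in SPF mice within the earliest run day, 1 array against 1, was not fitted.

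For JTX in GF mice 6 probe sets passed. The count was 1 with no offset, 2 with no filter, 10 after quantile normalization, 2 with all 12 arrays in 1 fit, 30 with array weights, 1 with run day as a block and 0 within the last run day. It ranged from 1 to 38 when single arrays were left out (2, 1 and 2 without GF_untreated 1, 2 and 3, and 38 without GF_JTX 3). The methods' t-test gave 304 at its thresholds and 0 after adjustment. The interferon median ranged from -1.16 to -0.66, and every adjusted p at the preset correlation was under 0.05. With an estimated correlation it was -0.96 with an adjusted p of 0.131 (0.0456 to 0.833 over the alternatives), and 0 lists passed in place of 14.

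For JTX in SPF mice 0 probe sets passed. The count was 1302 with array weights, 19 with run day as a block, and 21 within the later run day, which equals leaving out the 2 SPF arrays of the earlier run (21). It was 0 to 55 when single arrays were left out, with 55 without SPF_untreated 3, and the methods' t-test gave 410 at its thresholds. The interferon median of 0.68 became 0.33 (adjusted p = 0.0911) in both of the fits without the earlier run, and ranged from 0.38 to 0.89 when single arrays were left out, with 0.63 (adjusted p = 0.155) without SPF_JTX 2. Over all alternatives its adjusted p ranged from 2.44e-13 to 0.155 at the preset correlation. With an estimated correlation it was 0.68 with an adjusted p of 0.713, and 0 lists passed in place of 19.

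For the difference between the JTX effects 3 probe sets passed. The count was 1 with a floor of 50, 113 with array weights, 8 without the 2 SPF arrays of the earlier run and 37 without the 3 arrays that stand apart. It ranged from 1 to 8 when single arrays were left out, with 1 without GF_untreated 1, 2 or 3, GF_JTX 2 or SPF_untreated 2, 8 without SPF_untreated 3 and 5 without SPF_JTX 1. With an estimated correlation 3 lists passed in place of 20. The interferon median ranged from -1.78 to -1.01.

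For untreated GF against SPF mice 2 probe sets passed. The count was 1 with no offset, 0 with an offset of 50, 0 with a floor of 50, 18 after quantile normalization, 27 after centring on the median, 22 after scaling, 6 with all 12 arrays in 1 fit, 2739 with array weights and 0 with run day as a random block. It was 200 without the SPF arrays of the earlier run and likewise without the 3 arrays that stand apart, and 0 to 207 when single arrays were left out: 0 without GF_untreated 1, 2 or 3 or SPF_untreated 2, 207 without SPF_untreated 1 and 200 without SPF_untreated 3. The methods' t-test gave 362 at its thresholds and 0 after adjustment. With an estimated correlation the interferon median was 1.10 with an adjusted p of 0.608, and 0 lists passed in place of 19.

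For GF against SPF mice with JTX 3 probe sets passed. The count was 1 with no offset, 1 with an offset of 50, 1 with a floor of 50, 1 with no filter, 12 with array weights and 48 without the 3 arrays that stand apart. It ranged from 1 to 96 when single arrays were left out, with 96 without GF_JTX 3 and 1 without SPF_JTX 2. The methods' t-test gave 306 at its thresholds and 0 after adjustment. The interferon median of -0.36 was -0.23 (adjusted p = 0.089) without the 3 arrays, and with an estimated correlation -0.36 with an adjusted p of 0.359, and 0 lists passed in place of 16. In some of the fits with array weights the estimate of the weights did not converge.

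With the replicate number as a block the count was 2 for JTX in GF mice, 0 for JTX in SPF mice, 2 for the difference, 57 for untreated GF against SPF mice and 80 with JTX. The numbers pair only the SPF arrays. There the block leaves the interferon median as it is by design, and its adjusted p was 0.0079, and 0.923 with an estimated correlation.

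Among named genes, values near 0 changed sign. Eif2s3y for JTX in SPF mice, 0.21 as deposited, was -0.080 with a floor of 50, -0.12 after quantile normalization, -0.092 after centring on the median, -0.26 with array weights, -0.20 within the later run day, -0.20 without the earlier run, -0.40 without SPF_untreated 3 and -0.02 without SPF_JTX 1, and ranged up to 0.67 when SPF_untreated 1 was left out. Xist for JTX in SPF mice was -0.11 and Xist in untreated mice -0.031 after centring on the median. Eif2s3y in untreated GF against SPF mice, 0.51 as deposited, was -0.11 without the earlier run, without the 3 arrays and without SPF_untreated 3, and 0.96 without SPF_untreated 1. Of the other values of named genes, 361 stayed the same, 32 became stronger and 46 weaker for JTX in GF mice, 514 stayed and 42 became stronger for JTX in SPF mice, 505 stayed, 29 became stronger and 9 weaker for the difference, and 356 stayed, 150 became stronger and 16 weaker for untreated mice.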

Other observations

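The genes in this part were chosen only after the results were seen, and no test of them is given.

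Several epithelial genes that respond to microbes and injury were high in 2 arrays of a single group. Saa2 encodes an acute phase protein, Fut2 an enzyme that adds fucose to surface glycans, Socs3 an inhibitor of cytokine signalling, Lrg1 a secreted glycoprotein and Plet1 a surface protein of epithelial progenitors. Saa2, by its probe set with the larger change, gave 1862 and 1397 in SPF_untreated 1 and 2, against 10.1 in SPF_untreated 3 and 61.5, 29.8 and 40.3 in the SPF_JTX arrays. Fut2 gave 264 and 235 against 1.6 in SPF_untreated 3 and at most 4.9 in SPF_JTX, and Plet1 594 and 195 against 12.7 and at most 19.7. Socs3, also by its probe set with the larger change, gave 469 and 493 against 48.0 and at most 83.0, and Lrg1 441 and 421 against 31.7 and at most 92.3. In the GF arrays Fut2, Plet1, Socs3 and Lrg1 were low, while Saa2 was 2947 in the array labelled GF_JTX 3 and at most 50.6 in the other 5.

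These genes were among those counted without SPF_untreated 3, which is no test of the profile, because they were picked for being low in that array. Since 1 of 3 untreated arrays lacked the profile, and that array had the high actin ratio, a loss of signal in degraded RNA and a difference between mice or run days were not separated.

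By the study's thresholds, without its detection calls, which were not used here, 62 named genes were lower with JTX in GF mice as deposited and 91 after scaling. Both numbers are higher than that of the study, but they are not like for like, because its list left out immunoglobulin genes and every p printed in it lay well below the stated threshold.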
